A study of Mus musculus with 8 samples. Its data were reported in "Oncogenic and Tumor Suppressor Functions for Lymphoid Enhancer Factor 1 in E2a-/- T Acute Lymphoblastic Leukemia" (2022).

How the data were processed

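Total RNA from GFP+ sorted cells of 2 mouse leukemia lines, each infected with MigR1 or MigR1-Cre, was hybridised to 8 arrays, 2 for each of 4 groups. Per the labels, RNA was extracted with Trizol and labelled with an Affymetrix 3' in vitro transcription kit, which reads transcripts near their 3' end. The series text and the methods of the study name different versions of the Affymetrix mouse 430 array. The number and names of the probe sets are those of the Mouse Genome 430 2.0 design. The authors normalised the scans with RMA, in the program RMAExpress, whose version is not given in the sources used here. RMA corrects background, makes the intensity distributions of all arrays alike and summarises the probes of a probe set. The deposited table holds the intensity of each probe set in each array on a linear scale, between 35.3 and 25588 units, with no pooling of replicates. Because the distributions were made alike, a change in total RNA per cell cannot be seen, and RMA compresses differences between low intensities. The study compared groups with dChip, which was not used here.

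Groups were taken from the sample titles, which match the source names. A further field of the labels gives the vector of the E2a-/- MigR1-Cre arrays as MigR1 and that of the Lef1F/F MigR1 arrays as MigR1-Cre; it was not used. The labels carry no replicate number within a group, so arrays were numbered 1 and 2 in the order of the records, and no array was paired with another in the designed comparisons. The design had been written for log2 values. Since the deposited intensities turned out to be linear, log2 was taken first, with no offset, and the tests were then run as written. A planned look at RNA quality and spike-in controls was not analysed here, because the table used holds no control probe sets.

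Gene names came from the platform annotation. Of 45037 probe sets, 34945 had 1 gene symbol, 932 had several and 9160 had none; genes were named only from the first kind, which covers 18193 genes. Symbols were checked through gene identifiers against the annotation of assembly GRCm38.p6, which was used for names and for the chromosome of each gene. No coordinates are given.

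Tests used limma 3.58.1 in R 4.3.3. Group means were fitted by lmFit to log2 values of all 8 arrays, which then share an estimate of the residual spread with 4 degrees of freedom, and moderated by eBayes (3.99 prior degrees of freedom). There were 4 contrasts: MigR1-Cre against MigR1 in the Lef1F/F line, the same in the E2a-/- line, the difference of these effects, and the Lef1F/F against the E2a-/- line in MigR1 arrays. All p-values are two-sided and were adjusted by Benjamini-Hochberg over 45037 probe sets within a contrast, with a threshold of 0.05. Fold changes are given as log2 differences with the moderated standard error, and levels as mean ± SD of linear intensities. Gene lists were tested with camera at a preset correlation between genes of 0.01, with the brightest probe set of each gene, adjusted over 26 lists within a contrast, and again with the correlation estimated from the data. The lists, the tests and the rule for naming genes were fixed before the data were examined, with the study's text and its supplementary gene list already read. Of 470 list entries, 438 were measured under a gene name. The text names the 6 genes the study named, up to 10 genes higher and 10 lower with the largest changes in each contrast among those past the threshold with no overlap between arrays, and up to 4 members of each list past the threshold or, where none passed, up to 2 with the smallest p, given as values. Egr1 and other genes outside this rule are given as members that complete a count of 5 or fewer, or are said to have been chosen after their values were seen.

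The fit was tested on simulated data made from the mean and residual spread of each of 45037 probe sets, without the pairing of arrays described in the report. With 200 probe sets changed by known folds in the Lef1F/F MigR1-Cre group, over 20 simulations, it recovered 9.1% of changes of 1.25-fold, 61.3% of 1.5-fold, 87.4% of 2-fold and 97.2% of 3-fold, with 5.2% false calls. For the E2a-/- line the shares were 10%, 60.8%, 88.8% and 97.4%. For the difference of the effects, with the change in the Lef1F/F group, they were 0.2%, 25.4%, 69.1% and 91.4%. The list test found a list shifted by 0.2 on the log2 scale in 20 of 20 simulations, with 0 calls among 420 tests of lists that were not shifted. Data made from each probe set by itself cannot show how often lists of genes that vary together are called falsely. The mitosis list, for example, had an estimated correlation of 0.754.

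The alternatives were trend and robust moderation, a filter at the 40th percentile of intensity, only the 4 arrays compared, no probe sets that match several transcripts by their suffix, the mean of all probe sets of a gene, repeated quantile normalisation, array quality weights, a test against a fold of 1.5, a threshold of 0.01, a lower 90% bound of the ratio of means over 1.5, and each array left out in turn. A block of Lef1F/F array pairs was added after the data were seen. Figures were drawn with matplotlib 3.10.9.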

Results

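Gene expression was measured on 8 Affymetrix mouse arrays in 2 T cell leukemia lines, 2 arrays for each of 4 groups. Both lines arose in mice that lack E2a, the gene for the E proteins E12 and E47, which are transcription factors that control early lymphocyte development. The first carries unmodified Lef1 and is called the E2a-/- line. The other is homozygous for a Lef1 allele with loxP sites around the part that encodes the DNA binding domain, and is called the Lef1F/F line. Lef1 encodes LEF1, a DNA binding protein of the TCF/LEF family that acts in Wnt signalling and in T cell development. Cells were infected with MigR1, a retrovirus that produces GFP, or with MigR1-Cre, which produces the recombinase Cre in addition, and GFP+ cells were sorted 72 h later. Each array gave an intensity for 45037 probe sets. The median intensity lay between 88.9 and 91.0 in the 8 arrays, and the number of arrays limits the precision of every value. There was 1 line per genotype, so genotype and line cannot be told apart in any comparison between the lines. The labels do not say that the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

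Lef1 itself was examined first, because it checks the labels of the Lef1F/F arrays. In the Lef1F/F line, the brighter Lef1 probe set had an intensity of 6522 ± 560 (SD, n = 2) after MigR1 and 1790 ± 159 (n = 2) after MigR1-Cre. The dimmer probe set had 1374 ± 158 after MigR1 and 236 ± 0.7 after MigR1-Cre (n = 2 each). These are falls of 3.64-fold and 5.8-fold, with limma adjusted p = 0.000703 and 0.000584. In the E2a-/- line, the same probe sets had 3313 ± 35 and 682 ± 101 after MigR1 and 3212 ± 289 and 616 ± 16.3 after MigR1-Cre, log2 differences of -0.05 ± 0.09 and -0.14 ± 0.11 (SE). The sample titles and the vector field of the labels disagree for the E2a-/- MigR1-Cre and the Lef1F/F MigR1 arrays. The titles were used, and by the titles the 2 arrays with the lowest Lef1 intensity on both probe sets are those of the Lef1F/F line with MigR1-Cre. Lef1 cannot check the vector of the E2a-/- arrays, which rests on the titles and the source names that match them. Where the Lef1 probes lie relative to the floxed part is not known here, so a lower signal does not tell a lower level of the transcript from loss of the probed part, and does not measure the share of cells with a deletion.

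The main comparison asked which transcripts differ 72 h after Cre reaches the Lef1F/F line. With limma, 75 probe sets passed an adjusted p of 0.05, of which 57 fell and 18 rose. They stand for 60 named genes, 47 that fell and 13 that rose, and 5 probe sets with no gene name here. After Lef1, the largest falls among named genes were in Cym, which encodes the digestive protease chymosin (log2 -1.86 ± 0.12 SE), in Fabp4, a fatty acid binding protein (-1.68 ± 0.13), in Syk, a tyrosine kinase of antigen receptor signalling (-1.37 ± 0.06), in Tceal1 (-1.31 ± 0.10), in 2810459M11Rik (-1.24 ± 0.08) and in Id3, an inhibitor of E protein DNA binding (-1.23 ± 0.10). Hemgn, Cadm4 and Cd52 completed the 10 largest falls, at -1.10, -1.08 and -1.08. The largest rises were in Rab44 (1.09 ± 0.10), in Spib, an Ets family transcription factor (0.99 ± 0.12), in Fgfbp1 (0.91 ± 0.08), in Cdkn1a, which encodes the cell cycle inhibitor p21 (0.86 ± 0.06), and in Dsp, which encodes desmoplakin (0.84 ± 0.07). Mt2, a metallothionein, and Fbln2 rose by 0.77 each, and Mzb1, Ypel2 and Erbb3 by 0.68, 0.61 and 0.58. Adjusted p for these 20 genes lay between 0.000584 and 0.0296. Only 16 of the 75 probe sets changed by more than 2-fold. In 36 of the 75 the lower of the 2 means lay under 180, 2 times the median intensity. Low intensities compress a difference, so its size may be understated there, by an amount that was not measured.

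**Figure D1:**
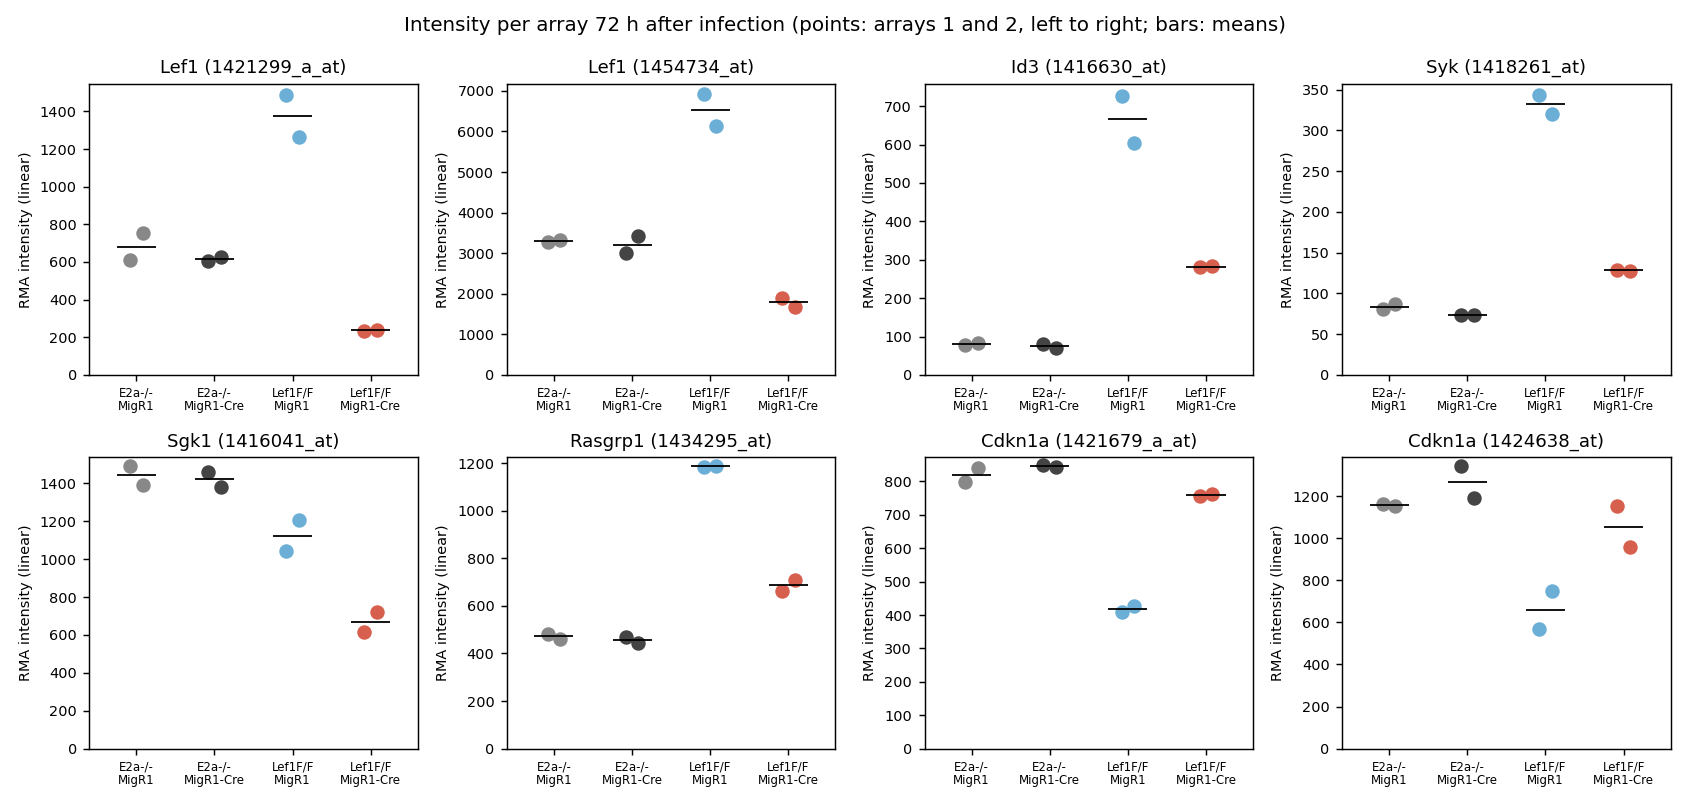
Intensity of 8 probe sets of Lef1, Id3, Syk, Sgk1, Rasgrp1 and Cdkn1a (linear RMA units, vertical axes from 0) in the 4 groups; each point is an array and each bar the mean of 2 arrays. The Lef1F/F MigR1-Cre arrays had the lowest Lef1 intensities on both probe sets, and the dimmer Cdkn1a probe set had Lef1F/F means of 419 after MigR1 and 759 after MigR1-Cre.

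The genes that the study named were chosen by the study on these samples, so their direction here is not independent evidence. Of the 6 measured, 5 fell at their brightest probe set, 0 rose and 1 did not pass. Adjusted over the list alone, 5 fell and 1 rose. Id3 intensity was 666 ± 85.3 after MigR1 and 282 ± 0.9 after MigR1-Cre (n = 2 each). The brightest Syk probe set stood at 332 ± 16.4 and 129 ± 0.9. Rasgrp1, an activator of Ras downstream of the T cell receptor, fell by 0.79 ± 0.06 on the log2 scale, and Sgk1, a serine and threonine kinase, fell by 0.75 ± 0.10 (limma adjusted p = 0.00531 and 0.0404). Probe sets of a gene did not always agree. A second Syk probe set fell by 1.01, and the other 2, both dim, gave -0.35 and -0.04 without passing. The 3 other Rasgrp1 probe sets gave -0.12 to -0.30 and did not pass. The Cdkn1a probe set that rose was the dimmer, and the brighter gave 0.68 ± 0.14 with adjusted p = 0.237. Of the 38 called genes with several probe sets, 30 had all of them on the same side of 0, and 1 had all of them past the threshold.

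Genes of T cell receptor signalling and costimulation passed downward after MigR1-Cre in the Lef1F/F line as a list (camera adjusted p = 0.000105, median -0.04), but not with an estimated correlation (adjusted p = 0.322). Of 29 measured members, 5 fell, 0 rose and 24 did not pass. Adjusted over the list alone, 8 fell. Over all probe sets 7 fell with pairs of Lef1F/F arrays as a block, chosen after the data were seen. Besides Syk and Rasgrp1, the 5 without the block were Icos, a costimulatory receptor (-0.56 ± 0.06), Ptpn22 and Egr1. Ptpn22 is a phosphatase that restrains receptor signalling (-0.68 ± 0.07), and Egr1 a transcription factor induced by activation (-0.69 ± 0.07). In the list of E protein and Id genes, Id3 and Id1 fell (-1.23 and -0.58), the other 13 of 15 did not pass, and the list gave adjusted p = 0.293. Among 20 measured Wnt pathway targets, 0 passed over all probe sets and 6 fell when adjusted over the list alone. The smallest p-values belonged to Tnfrsf19 (-0.67 ± 0.11, adjusted p = 0.117) and Ccnd1 (-0.35 ± 0.07, adjusted p = 0.254). With pairs of Lef1F/F arrays as a block, chosen after the data were seen, 4 Wnt pathway targets passed downward, Tnfrsf19, Apcdd1, Ccnd1 and Wif1 (adjusted p = 0.00213 to 0.0313). The list passed downward at adjusted p = 0.0103 with a median of -0.02, and gave adjusted p = 0.332 with an estimated correlation.

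Interferon response genes passed downward as a list (adjusted p = 0.00271, median -0.12), with 1 of 22 members past the threshold, Rtp4, a gene induced by interferon (-0.57 ± 0.06); with an estimated correlation the list gave adjusted p = 0.255. Cholesterol synthesis genes passed downward as well (adjusted p = 0.0041, median -0.15 over 16 members), and glycolysis genes (adjusted p = 0.0444, median -0.06 over 14 members), while 27 mitosis genes passed upward (adjusted p = 0.0224, median 0.08). With an estimated correlation, adjusted p was 0.605 for cholesterol synthesis and for glycolysis and 0.721 for mitosis. No single member of these 3 lists passed, also when adjusted over its list alone, and the 2 members of each with the smallest p-values gave -0.49 ± 0.14 and -0.25 ± 0.12 (Mvd and Lss), -0.29 ± 0.08 and -0.22 ± 0.06 (Slc2a3 and Hk2) and, in opposite directions, 0.18 ± 0.10 and -0.17 ± 0.10 (Bub1b and Cdc20). Of the 7 lists that passed, only the genes that the study named did so with an estimated correlation (adjusted p = 0.0278). In the oxidative stress and metallothionein list, Mt2 rose and Gstm2, a glutathione transferase, fell (-1.07 ± 0.11), and the list gave adjusted p = 0.131. In the list of monocarboxylic and fatty acid transport, Fabp4 fell and the other 12 of 13 did not pass (adjusted p = 0.0873).

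Lists of p53 targets, S phase genes, cell cycle inhibitors and G1 cyclins, apoptosis regulators, thymocyte stage markers, the Notch pathway, TCF/LEF family members and their partners, the Hedgehog pathway, heat shock, the integrated stress response and Myc targets in ribosome biogenesis had 0 members past the threshold at the brightest probe set of each gene, and their adjusted p lay between 0.0526 and 0.959. Of the p53 targets, Gadd45a gave -0.47 ± 0.07 (adjusted p = 0.0888) and Cdkn1a, which is also in the list of cell cycle inhibitors, 0.68 at its brighter probe set, while its dimmer probe set rose by 0.86. Il2ra and Ptcra, which mark immature thymocytes, gave -0.59 ± 0.10 and 0.48 ± 0.09 (adjusted p = 0.14 and 0.2), Bcl2l11, which encodes the death inducer BIM, gave 0.28 ± 0.07 (adjusted p = 0.569) and Hspa1b, a heat shock gene, gave -0.56 ± 0.12 (adjusted p = 0.255). With pairs of Lef1F/F arrays as a block, chosen after the data were seen, Gadd45a, the brighter Cdkn1a probe set, Il2ra, Ptcra and Hspa1b passed (adjusted p = 0.00832, 0.0219, 0.00884, 0.00661 and 0.00881) and Bcl2l11 did not (adjusted p = 0.121). Markers of other cell types moved singly. Spib, in the B cell list, rose, Rora, in the natural killer and innate lymphoid list, fell (-0.70 ± 0.09), and Hemgn, in the erythroid list, fell, with 0 of 17 myeloid and 0 of 14 stromal, epithelial and endothelial markers past the threshold; with the block, Cebpb (-0.33, adjusted p = 0.0299), a myeloid marker, and Pdgfrb (-0.40, adjusted p = 0.0379), a stromal marker, passed. None of these 5 lists passed (adjusted p from 0.0628 to 0.989).

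The arrays of the Lef1F/F line were more alike across vectors than within them. MigR1 array 1 and MigR1-Cre array 1 correlated at r = 0.9975 across probe sets, as did MigR1 array 2 and MigR1-Cre array 2, against 0.9945 and 0.9943 for the arrays of the same vector. All 75 called probe sets changed in the same direction in both such pairs, against 24597 of all 45037. Their selection on these arrays favours that. With the pairs as a block, chosen after the data were seen, 345 probe sets passed, 257 lower and 88 higher, and all 75 were among them. Leaving out any of the 8 arrays lowered the count to between 20 and 33, and with only the 4 arrays of this line 0 passed.

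In the E2a-/- line, where Lef1 has no loxP sites, the comparison of MigR1-Cre with MigR1 measures Cre itself if the titles give the vector rightly. Limma called 0 probe sets here, with trend and robust moderation also 0, and 836 had an unadjusted p under 0.05, where chance alone would give 2252. The fit shares its residual spread between the lines. The log2 difference between replicate arrays had an SD of 0.107 (MigR1) and 0.119 (MigR1-Cre) in the E2a-/- line. In the Lef1F/F line it was 0.182 and 0.185. The shared spread may therefore be too wide for the E2a-/- line. The low counts do not show that Cre has no effect there. The largest difference was at Mycn, a Myc family transcription factor, chosen here after its values were seen. Its bright probe set had an intensity of 12183 ± 664 after MigR1 and 6555 ± 120 after MigR1-Cre (n = 2 each), a log2 difference of -0.89 ± 0.14 (limma adjusted p = 1). The same probe set stood at 10183 ± 1225 and 6417 ± 1324 in the Lef1F/F line (-0.68, limma adjusted p = 0.238, and 0.000522 with the Lef1F/F pairs as a block). Mycn was the 1 probe set that passed in the E2a-/- line in a fit of its own 4 arrays (adjusted p = 0.0102) and with the Lef1F/F pairs as a block (adjusted p = 0.00121). Its other 2 probe sets were dim, at 51.0 and 87.1 after MigR1, and gave 0.03 and -0.02. Among gene lists, 27 mitosis genes passed upward (camera adjusted p = 2.2e-05, median 0.12), with 0 members past the threshold, and gave adjusted p = 0.824 with an estimated correlation. Mki67 and Cenpe, used as marks of dividing cells, gave 0.17 ± 0.09 and 0.23 ± 0.14. The other 25 lists did not pass, with adjusted p from 0.0661 upward; p53 targets were the nearest, with a median of 0.05.

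Whether the effect of Cre differed between the lines was tested directly. The difference passed at 9 probe sets of 7 genes, 8 with a lower value in the Lef1F/F line and 1 higher. They were both Lef1 probe sets (-2.40 and -1.82), Cym (-1.69), 2810459M11Rik (-1.34) and 2 Syk probe sets (-1.18 and -1.14). The others were Lamb1, a laminin chain (-1.03), Gja1, the gap junction protein connexin 43 (-0.89), and the dimmer Cdkn1a probe set (0.81). The brighter Cdkn1a probe set gave 0.56 and did not pass, also with the Lef1F/F pairs as a block (adjusted p = 0.527). Trend and robust moderation, the filter on dim probe sets and leaving out probe sets shared by transcripts each left 0 higher calls. Array weights and repeated quantile normalisation each left 1. Limma adjusted p for the 9 lay between 0.0149 and 0.0476. These Syk probe sets were dim in the E2a-/- line, at 83.7 and 53 after MigR1. At such levels a fall in that line may be understated. With the Lef1F/F pairs as a block, 86 probe sets passed, 69 lower and 17 higher. Leaving out single arrays gave 0 to 7 calls, with 0 without E2a-/- MigR1 array 1 or without either E2a-/- MigR1-Cre array. Id3 (-1.15, adjusted p = 0.0947), Rasgrp1 (-0.74, adjusted p = 0.0991) and Sgk1 (-0.73, adjusted p = 0.456) did not pass in the fit without the block and did with it (adjusted p = 0.00127, 0.00574 and 0.0064). Over the 75 probe sets called in the Lef1F/F line, the median size of the log2 difference was 0.69 there and 0.07 in the E2a-/- line. Their selection on the Lef1F/F arrays favours a larger value there. Over all 45037 probe sets the median size was 0.05 in both lines. Across all probe sets, which are not independent replicates, the effects of Cre in the 2 lines correlated at r = 0.051. For scale, the effects in the 2 pairs of Lef1F/F arrays correlated at r = 0.32. Most effects lie near 0, where noise lowers both values, so 0.051 does not show that the effects in the lines are unrelated. Of the gene lists, the genes that the study named (camera adjusted p = 7.73e-15) and T cell receptor signalling (adjusted p = 0.00103) passed downward, and the latter gave adjusted p = 0.69 with an estimated correlation. With the genes that the study named taken out of every list, 0 lists passed.

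**Figure D2:**
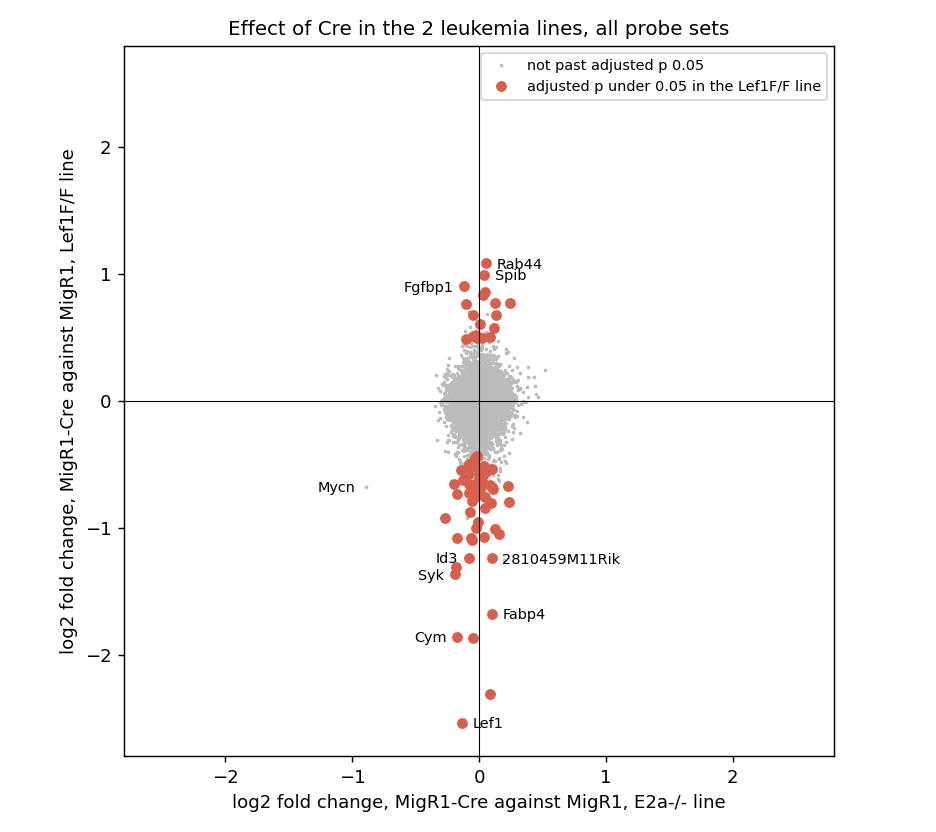
Log2 fold change of MigR1-Cre against MigR1 for 45037 probe sets, in the E2a-/- line on the horizontal axis and in the Lef1F/F line on the vertical axis. The 75 probe sets past an adjusted p of 0.05 in the Lef1F/F line (red) spread along the vertical axis from -2.54 to 1.09 and stay near 0 on the horizontal axis, and Mycn lies lower in both lines.

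The lines themselves were compared in their MigR1 arrays, as a baseline. The difference was much larger than any effect of Cre, with 4829 probe sets past the threshold, 2728 higher and 2101 lower in the Lef1F/F line. With the pairs as a block the count was 9595, with each gene as the mean of its probe sets 2980 genes passed, and without E2a-/- MigR1 array 1 it was 2267, without E2a-/- MigR1 array 2 2321 and without Lef1F/F MigR1 array 2 3062. The largest named differences toward the Lef1F/F line were in Ly6k, a Ly6 family surface protein (73.4 ± 7.9 against 2699 ± 171, log2 5.20), Vim, the filament protein vimentin (4.90), Dsp (4.40), Scel (4.35) and Myzap (4.14). Ybx3, a cold shock domain protein (3780 ± 55.0 against 71.8 ± 2.1, log2 -5.72), Mndal (-5.59), Laptm4b (-5.51), Basp1 (-4.89) and Arntl2 (-4.41) were lower. Ddr1, Micu2, St6gal1, Lhfp and Rab34 followed on the higher side (3.56 to 3.78), and Matn2, Rps9, Wls, Peg3 and Pkdcc on the lower (-4.40 to -3.98); Rps9 is a single probe set of a ribosomal protein gene. In 2183 of the 4829 probe sets the lower of the 2 means lay under 180, where the size of a difference may be understated. They include 19 of these 20 genes (37.1 to 124), whose order is therefore uncertain; the exception is Rps9, at 556. Lef1 was higher in the Lef1F/F line on both probe sets (0.97 and 1.01), as were Id3 (3.06 ± 0.10), Syk (1.99 ± 0.06) and Rasgrp1 (1.33 ± 0.06). Cdkn1a was lower on both probe sets (-0.97 and -0.82). Sgk1 gave -0.36, with limma adjusted p = 0.0531, and 0.00139 with the pairs as a block. The differences of Id3 and Syk may be understated too, with E2a-/- means of 79.7 and 83.7.

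T cell receptor signalling genes were higher in the Lef1F/F line, with 14 of 29 members higher and 1 lower (camera adjusted p = 7.34e-06, 0.223 with an estimated correlation). Ctla4, an inhibitory receptor, stood at 2.78 ± 0.14 and Icos at 1.04 ± 0.06. Interferon response genes were higher as a list (adjusted p = 0.014, 7 of 22 higher and 3 lower, 0.24 with an estimated correlation), with Ifih1, a sensor of double-stranded RNA, at 2.47 ± 0.11 and Bst2 at -0.97 ± 0.07. Mitosis genes were higher in 6 of 27 and lower in 0 (adjusted p = 3.01e-05, 0.499 with an estimated correlation). Myc targets in ribosome biogenesis were lower in 7 of 24 and higher in 1 (adjusted p = 5.81e-05, 0.195 with an estimated correlation), and cholesterol synthesis genes were lower in 3 of 16 and higher in 0 (adjusted p = 0.000371, 0.499 with an estimated correlation). The genes that the study named passed upward (adjusted p = 0.00377, 0.223 with an estimated correlation). The remaining 20 lists did not pass, but with the pairs as a block 10 lists passed, 7 upward and 3 downward. Thymocyte stage markers were divided, with 9 of 25 higher and 4 lower. Cd8a, a coreceptor chain, stood at -2.97 ± 0.08 and Kit, a receptor of early progenitors, at -1.75 ± 0.08, while Tox and Rag2 stood at 1.57 ± 0.06 and 1.49 ± 0.11. Cd8b1, another CD8 chain of the list, chosen here after its values were seen, gave -0.12 (limma adjusted p = 0.615). The Cd8a value therefore does not stand for CD8 as a whole. In the Notch list 7 of 19 were higher and 2 lower, among them Hes1 (1.39 ± 0.05) and Dtx1 (2.32 ± 0.19), both Notch targets, and Il7r (-1.51 ± 0.13). Bcl2, an inhibitor of apoptosis, was higher by 2.32 ± 0.06, Ccnd2, a G1 cyclin, by 2.62 ± 0.24, Slc2a3, a glucose transporter, by 3.33 ± 0.08 and Axin2, a Wnt target, by 1.2 ± 0.09. Tcf4, which encodes the E protein E2-2, was lower (-2.91 ± 0.13). In the lists of other cell types few members passed, among them Col1a2 (-3.78 ± 0.09), Rora (-0.83 ± 0.09), Spib (-0.74 ± 0.12) and Cebpb (0.71 ± 0.06). For Icos, Ifih1, Kit, Tox, Rag2, Bcl2, Ccnd2, Slc2a3, Tcf4, Spib and Cebpb the lower mean lay under 180. The size of their differences may therefore be understated.

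Genes of chromosome 14 differed together between the lines. Over 362 of its genes, the median log2 difference was 0.368 in the MigR1 arrays, with 85.9% of the genes higher in the Lef1F/F line, and 0.35 in the MigR1-Cre arrays. The medians of the other 18 autosomes and of the X chromosome lay between -0.054 and 0.061 in the MigR1 arrays.

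**Figure D3:**
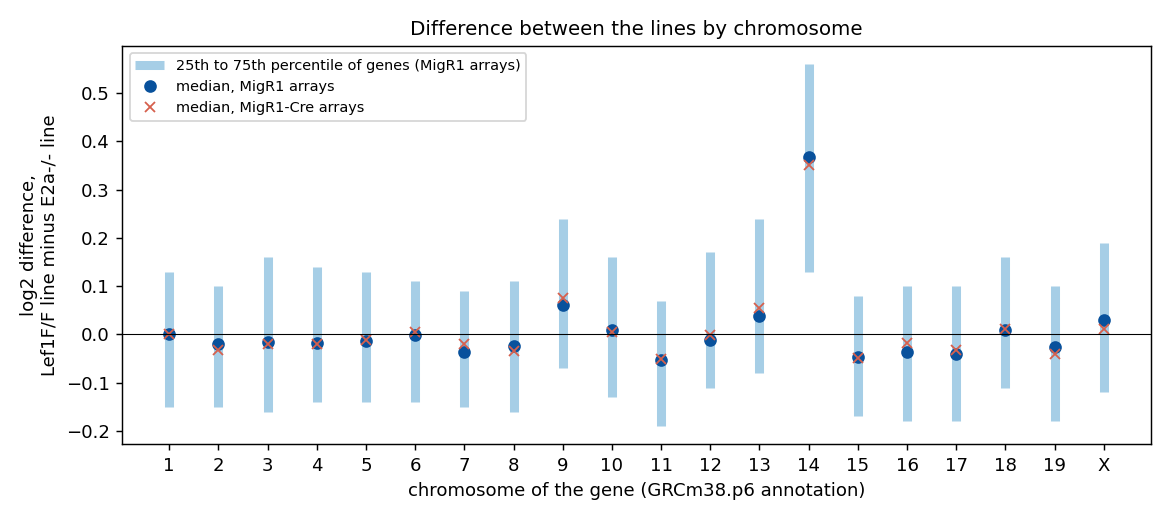
Median log2 difference between the Lef1F/F and E2a-/- lines by chromosome (GRCm38.p6 annotation), for the MigR1 arrays (circles, with bars from the 25th to the 75th percentile of genes) and for the MigR1-Cre arrays (crosses). Chromosome 14 stood at 0.368 and 0.35, and the other medians in the MigR1 arrays lay between -0.054 and 0.061.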

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

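The tests of Cre itself and of the baseline levels of probe sets that fell were chosen only after the result was seen; so were the higher limits in the test of room to fall, but not that test at its first limit or the one of the baseline levels of probe sets that rose. The effect of Cre differed between the lines at 9 probe sets by the test of the difference itself. The log2 difference of the effects, Lef1F/F minus E2a-/-, was -2.4 and -1.82 for the Lef1 probe sets and -1.69 for Cym. It was -1.34 for 2810459M11Rik, -1.18 and -1.14 for Syk, -1.03 for Lamb1 and -0.89 for Gja1. It was 0.81 for the dimmer Cdkn1a probe set, while the brighter gave 0.56 and did not pass. The list tests of the same difference gave adjusted p = 7.73e-15 for the genes that the study named, which were chosen on these samples, and 0.00103 for T cell receptor signalling. With an estimated correlation they gave adjusted p = 0.0288 and 0.69, and with the genes that the study named taken out of every list 0 lists passed.

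The 75 probe sets called in the Lef1F/F line had a median size of log2 change of 0.69 there and of 0.07 in the E2a-/- line. The first value is raised by their selection on the Lef1F/F arrays, and over all probe sets the median was 0.05 in both lines. Above an intensity of 62, the 25th percentile, 38 of 57 that fell had room in the E2a-/- line for the same fall, but 26 did above the median of 89.8 and 14 above 2 times the median. The first limit was set too low, since values near the median still lie close to background, so a lack of room to fall could not be decided on for the probe sets that fell as a set. An equal effect of Cre on any cell was examined where the E2a-/- level before an equal rise or after an equal fall stays above 2 times the median, which holds for 27 of the 75, among them Rasgrp1, Sgk1, Cdkn1a and the brighter Lef1 probe set. In the E2a-/- line 0 of 27 had more than 0.5 times their change in the same direction, and the 95% interval of the E2a-/- change stayed below the whole of it for 27 and below 0.5 times it for 26. If the titles give the vector of the E2a-/- arrays rightly, that argues against Cre itself as the whole cause for these 27 as a set. Of the 27, 2 passed the test of the difference over all probe sets, and Rasgrp1 and Sgk1 did not. Adjusted over the 75 alone, all 75 passed it, which their selection favours. The interval leaves out the error of the Lef1F/F change, which selection raises, so by itself it does not decide single members. A further field of the labels gives MigR1 for the E2a-/- arrays titled MigR1-Cre, and Lef1, which has no loxP sites there, cannot check them; in the Lef1F/F line the same field names MigR1-Cre for arrays with undiminished Lef1. Of the other 48, also 0 had more than 0.5 times their change in the E2a-/- line, but low levels limit what that can show. With the limit at the median of 89.8, 42 of the 75 qualify, among them Cym, Gja1 and the dimmer Lef1 probe set. Of the 42, 5 passed the test of the difference over all probe sets. The 95% interval stayed below the whole change for all 42. On the same condition, that argues against Cre itself as the whole cause for these 42 as a set, although values near the median lie close to background. For the other 33, among them Id3, Syk, Lamb1 and 2810459M11Rik, an effect of Cre itself stays open. Loss of LEF1, which the design names, stays among the open explanations and was not tested apart from Cre. With 1 line per genotype, a response to Cre that is peculiar to this line may give the same values and was not tested.

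Probe sets that fell with Cre in the Lef1F/F line were mostly higher in that line to begin with, 52 of 57 in the MigR1 arrays, 49 of them past the threshold. The MigR1 arrays enter both comparisons, so a chance high value there favours this pattern. In the MigR1-Cre arrays, which do not favour it, 43 of 57 were still higher in the Lef1F/F line, against 20 to 35 in the central 95% of 10000 random sets matched on intensity. That argues against the shared arrays, or the need for a transcript to be present in order to fall, as the whole cause. A set of genes held high in this line by its higher Lef1 level may account for part of it and was not tested. In the MigR1-Cre arrays Lef1 was lower in the Lef1F/F line (1790 against 3212 and 236 against 616). The median line difference of the 57 was 1.05 in the MigR1 and 0.38 in the MigR1-Cre arrays. The Lef1 signal in the MigR1-Cre arrays thus ran opposite to what remained. That signal does not measure LEF1 protein or the share of cells with a deletion, so a part of LEF1 in what remained was not tested. For the 18 risers, 10 were lower in the Lef1F/F line in the MigR1 arrays and 4 in the MigR1-Cre arrays (6 to 14 in random sets), so the shared arrays could not be decided on for them.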

How the results depend on the processing

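The block of array pairs was chosen after the data were seen; all other alternatives were planned. The labels give no replicate number that pairs arrays, so the pairs of the block rest on the values alone. For MigR1-Cre in the Lef1F/F line the 75 calls became 0 with only its 4 arrays, 46 with array weights, 4 against a fold of 1.5 (both Lef1 probe sets, Syk and Cym), 27 at an adjusted p of 0.01, 41 by the 90% bound of the ratio, 345 with the block, and 20 to 33 with an array left out; without Lef1F/F MigR1-Cre array 1 it was 20. Among 4 other alternatives and the mean of all probe sets, the count was 54 to 68. In the E2a-/- line the 0 calls became 1, Mycn, with only its 4 arrays, by the 90% bound and with the block, and were 0 with any array left out. For the difference between the lines, the 9 calls became 5 with the filter on dim probe sets, 5 without probe sets shared by transcripts, 0 against a fold of 1.5, 0 at 0.01, 86 with the block and 0 to 7 with an array left out. For the line difference, the 4829 calls became 2980 with gene means, 658 against a fold of 1.5, 2583 at 0.01, 1219 by the 90% bound, 9595 with the block and 2267 to 5396 with an array left out. The lone array of a reduced group was assumed to vary like the other groups. Of the list tests, the 7 calls of the Lef1F/F line became 1 with an estimated correlation and 2 to 8 with an array left out (2 without MigR1 array 2, 3 without MigR1-Cre array 1). The 1 call of the E2a-/- line became 0 with an estimated correlation, 2 with the block and 0 to 4 with an array left out. The 2 calls of the difference became 1 with an estimated correlation, 0 without the genes that the study named and 2 to 7 with an array left out. The 6 calls of the line difference became 0 with an estimated correlation, 10 with the block and 6 to 8 with an array left out. Apart from stricter thresholds and fewer probe sets, the cause was not tested. For the 30 called probe sets whose genes are named for the Lef1F/F line, 356 of 539 values kept direction and threshold, 183 lost the threshold and 0 reversed. For the difference of the effects it was 58, 93 and 0 of 151, and for the line difference 1621, 129 and 1 of 1751. With the mean of all probe sets of a gene, the Syk probe set that lay near 0 by itself became -0.68 for the difference of the effects and 0.98 between the lines, and Smo between the lines became 0, since other probe sets enter the mean. Most intensities lie near a median of 90, where background limits what a change can show.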

Other observations

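Of the tests here, those of the difference between array pairs, of a shared gradient, of Cre averaged over the lines and of Y-linked genes were chosen only after the result was seen. Averaged over both lines, the effect of Cre passed at 17 probe sets, all of them among the 75 of the Lef1F/F line. With the array pairs as a block it passed at 96, of which 93 were also called for the Lef1F/F line with the block. A large change in the Lef1F/F line alone can pass this average. These counts are therefore no evidence of an effect of Cre shared by the lines. The bright Mycn probe set was the 1 probe set of 45037 that differed in the same direction by more than 0.5 on the log2 scale in both lines. Its mean log2 effect was -0.78, with limma adjusted p = 0.0781, and 2.19e-05 with the block. All 4 MigR1-Cre arrays lay below all 4 MigR1 arrays. The difference of its effects between the lines was 0.22 (adjusted p = 1).

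Genes of the Y chromosome did not differ alike between the lines. The bright Kdm5d probe set, of a histone demethylase gene on the Y chromosome, had an intensity of 371.5 ± 12.2 (SD) in the E2a-/- line and 42.1 ± 1.8 in the Lef1F/F line, over 4 arrays each. Eif2s3y stood at 643 ± 27.7 and 517 ± 23.2, and Uty at 220 ± 17.1 and 243 ± 27.7. Xist, the RNA that silences an X chromosome in female cells, stood at 81.6 ± 4.7 and 80.5 ± 3.3. The log2 differences in the MigR1 arrays were -3.15, -0.29, 0.07 and 0, with limma adjusted p of 1.49e-07, 0.0464, 0.838 and 0.996. The Kdm5d mean of 42.1 and both Xist means lay under the median intensity of 89.8, close to background. The size of the Kdm5d difference may therefore be understated, and a difference at Xist could be missed.

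A hypothesis for the shared difference of chromosome 14 is that the lines differ in its copy number. Its median log2 difference was 0.368, against a central 95% of -0.033 to 0.015 in random sets of 362 genes (permutation p = 1e-04, the smallest that 10000 sets can give, adjusted p = 0.000667 over the chromosomes). Its genes in order along the chromosome, divided into 4 parts, gave medians of 0.329 to 0.423. The 4 arrays of the Lef1F/F line gave 0.305 to 0.391. Each was set against the E2a-/- array of the same vector and number, a match that rests on the order of the records alone. An extra copy of the whole chromosome in the Lef1F/F line, in a share of the cells or in all, may give these values. So may a lost copy in the E2a-/- line, and a difference between the lines cannot tell these apart. Copy number was not measured on these arrays, and a change of expression without a change of copy number stays open. Chromosomes 7, 9, 11, 13, 15, 17 and X also passed an adjusted p of 0.05 in the same test, with far smaller medians between -0.054 and 0.061, and 16 lay just outside its random sets (-0.036, adjusted p = 0.0689).

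The Lef1F/F arrays split into pairs that cross the vectors. The differences between arrays 2 and 1 correlated at r = 0.696 between MigR1 and MigR1-Cre in the Lef1F/F line and at -0.029 in the E2a-/- line. Between the pairs 5161 probe sets differed, with Srsf1 (1.83), Kpnb1 (1.67) and Rab18 (1.59) at the top. The pairs were chosen from these same values, so that count only describes the split. A difference in the RNA or its labelling may be the source, since the 2 brightest probe sets of a gene followed each other less in the pair difference than in the line difference, with r of 0.331 and 0.779 over 4938 genes and a ratio of 0.445 after correction for reliability (bootstrap interval 0.41 to 0.483). A gradient of array quality shared with the E2a-/- arrays could not be decided on, with a largest r of 0.227. The design names no biological difference between the pairs, so no biological explanation was tested.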
